# Long-term methionine-diet induced mild hyperhomocysteinemia associated cardiac metabolic dysfunction in multiparous rats

**DOI:** 10.14814/phy2.12292

**Published:** 2015-05-25

**Authors:** Su Song, Elizabeth Kertowidjojo, Caroline Ojaimi, Beatriz Martin-Fernandez, Sharath Kandhi, Michael Wolin, Thomas H Hintze

**Keywords:** Mild hyperhomocysteinemia, multiparous, NAD(P)H oxidase, nitric oxide, superoxide

## Abstract

Mild hyperhomocysteinemia (HHcy, clinically defined as less than 30 *μ*mol/L) is an independent cardiovascular disease (CVD) risk factor, and is associated with many complications during pregnancy, such as preeclampsia (PE). The aim of this study was to assess the effect of long-term mild HHcy on cardiac metabolic function of multiparous rats. Female rats were mated 3 to 4 times and were fed with methionine in drinking water to increase plasma Hcy (2.9 ± 0.3 to 10.5 ± 2.3 μmol/L) until termination. This caused significant increase of heart weight/body weight (0.24 ± 0.01 to 0.27 ± 0.01 g/100 g) and left ventricle weight (0.69 ± 0.03 to 0.78 ± 0.01 g). Superoxide production was increased by 2.5-fold in HHcy hearts using lucigenin chemiluminescence. The ability of bradykinin and carbachol to regulate myocardial oxygen consumption (MVO_2_) in vitro was impaired by 59% and 66% in HHcy heart, and it was restored by ascorbic acid (AA), tempol, or apocynin (Apo). Protein expression of p22^phox^ subunit of NAD(P)H oxidase was increased by 2.6-fold, but there were no changes in other NAD(P)H oxidase subunits, NOSs or SODs. Microarray revealed 1518 genes to be differentially regulated (*P *<* *0.05). The mRNA level of NAD(P)H oxidase subunits, NOSs or SODs remained unchanged. In conclusion, long-term mild HHcy increases cardiac superoxide mainly through regulation of p22^phox^ component of the NAD(P)H oxidase and impairs the ability of NO to regulate MVO_2_ in heart of multiparous mothers.

## Introduction

Hyperhomocysteinemia (HHcy) is common in women, and can be induced for genetic or nutritional reasons, such as deficiency in cystathionine-*β*-synthase (CBS), methylenetetrahydrofolate reductase (MTHFR), vitamin, or folic acid (Perry 1999). Over the past decades, mild HHcy, defined clinically as less than 30 *μ*mol/L, has been recognized as an independent risk factor for a variety of cardiovascular diseases (CVD) including coronary artery disease, peripheral arterial disease and chronic heart failure (Perry 1999; Zylberstein et al. 2004; Vizzardi et al. 2009).

Clinical evidence has shown that a number of complications of pregnancy, such as preeclampsia (PE) and intrauterine growth restriction (IUGR) have multiple causes, are also associated with elevated plasma homocysteine (Hcy) (Lopez-Quesada et al. 2003; Lindblad et al. 2005). Women with a history of these complications are at higher risk to repeat in subsequent pregnancies and higher risk of CVD in later life (Varvarigou 2010; Duckitt and Harrington 2005; Bellamy et al. 2007). Given the well documented correlation between mild HHcy (~ 10 *μ*mol/L) and CVD, we hypothesize that mild HHcy contributes to the cardiac dysfunction in pregnancy-related complications such as PE, and may account for the increased risk of reoccurrence and CVD in later life.

Nitric oxide (NO) plays an important role in regulating: cardiac metabolic function; oxygen consumption; and substrate use during pregnancy (Williams et al. 2007). Reduced bioavailability of NO is thought to be one of the central factors common to myocardial ischemia, atherosclerotic disease, and heart failure (Cannon 1998; Trochu et al. 2003). NO bioavailability has been reported to be impaired by mild HHcy through increased oxidative stress, and one major source of the oxidative stress in cardiovascular system is superoxide (Kolling et al. 2011; Ungvari et al. 2003; Becker et al. 2005; Edirimanne et al. 2007; Suematsu et al. 2007). A more recent study has also suggested a link between NO inactivation and pregnancy-related disease, by showing that serum NO metabolites concentration is decreased in preeclamptic patients and endothelial cells. NAD(P)H oxidase subunit gp91^phox^ expression is increased by treatment with sera from preeclamptic patients (Matsubara et al. 2010). The possible long-term effect of mild HHcy on maternal heart with multiparity has received little attention. Therefore, the aim of this study was to assess the effect of long-term mild HHcy on cardiac metabolic function in multiparous rats, and to explore the possible role of NO and superoxide in pathogenesis.

## Material and Methods

### Animals and material preparations

Female Sprague–Dawley (SD) Rats (200–250 g) were purchased from Charles River Laboratories. Control male SD rats (250 g) were used for mating; each male was housed with two females in a new, clean cage. Female rats were pregnant 3–4 times. For the first two pregnancies, newborns were taken away immediately after birth. For the third or fourth pregnancy, after confirmation of pregnancy (Day 1; determined by presence of a plug on the morning after mating), the females were immediately removed from the males, and placed into new cages for the duration of the experiment. Drinking water with or without l-methonine (Sigma-Aldrich, 9 g/L) was supplied from day one of first pregnancy till sacrifice.

Animals were killed with sodium pentobarbital (50 mg/kg, ip) on day 19–21 of 3rd or 4th pregnancy. Blood was collected from the left ventricle (LV). The hearts were immediately harvested and weighed. Some fresh LV tissues were used for oxygen consumption and superoxide measurement. The rest of the tissues and plasma were immediately frozen in liquid nitrogen and were stored in −80°C until use.

The protocol of the study was approved by the Institutional Animal Care and Use Committee of New York Medical College and followed the current guidelines of the National Institutes of Health and American Physiological Society for the use and care of laboratory animals.

### Measurement of plasma total Hcy

Plasma total Hcy (tHcy) was measured using a microplate enzyme immunoassay (Bio-Rad Laboratories), and the signal was read at 450 nm by a Power Wave 200 spectrophotometer (Bio-Tek) as described previously (Becker et al. 2005).

### Hemodynamic and cardiac structural measurements

At day 18/19 of the 3rd or 4th pregnancy, a noninvasive blood pressure monitor (NIBP-8, Columbus Instruments) was used to assess conscious resting heart rate (HR) (Table1) and blood pressure and cardiac structure was measure by transthoracic echocardiography performed with a 15-MHz linear transducer (Acuson) as described previously (Becker et al. 2005). Cardiac output (CO) was calculated as the product of stroke volume (SV) and heart rate (measured during echocardiography) and total peripheral resistance (TPR) was calculated as mean arterial pressure (MAP) divided by cardiac output.

**Table 1:** Hemodynamic data

	Control multiparous pregnant rats (*n* = 6)	HHcy multiparous pregnant rats (*n* = 6)
Weight at time of death, g	433.7 ± 4.8	422.8.3 ± 12.7
Heart weight, g	1.03 ± 0.01	1.14 ± 0.01^1^
Heart weight/body weight, %	0.24 ± 0.01	0.27 ± 0.01^1^
Left Ventricle weight, g	0.69 ± 0.03	0.78 ± 0.01^1^
Septum weight, g	0.19 ± 0.01	0.18 ± 0.01
Uterine weight, g	17.89 ± 1.08	14.58 ± 0.86^1^
Total Fetal weight, g	48.1 ± 16.5	34.0 ± 10.7^1^
Number of pups	15.6 ± 0.92	16.7 ± 0.97

	*n* = 10	*n* = 9
Blood pressure monitor		
SBP, mmHg	114.9 ± 4.0	139.6 ± 4.4^1^
DBP, mmHg	89.2 ± 2.3	94.3 ± 4.3
MBP, mmHg	97.0 ± 2.8	108.0 ± 4.1^1^
Stroke volume, mL	0.39 ± 0.03	0.31 ± 0.02
Heart rate, conscious, bpm	446.1 ± 33.5	411.7 ± 21.9
Cardiac output, mLmin^−1^	167.7 ± 12.5	132.0 ± 9.6^1^
Total peripheral resistance, mmHgmin^−1 ^m^−1^	0.64 ± 0.09	0.86 ± 0.20^1^

1 Versus control *P *<* *0.05.

### In vitro myocardial oxygen consumption measurement

Myocardial oxygen consumption (MVO_2_) was measured and the role of NO determined as previously described (Adler et al. 2003). Cumulative doses of bradykinin (BK) or carbachol (Cch) (10^−7^ to 10^−4^ mol/L) were added to stimulate NO production in vitro. The effects of 10^−3^ mol/L superoxide scavenger ascorbic acid (AA), 10^−4^ mol/L NAD(P)H oxidase inhibitor apocynin (Apo), 10^−3^ mol/L SOD mimetic tempol, or 10^−3^ mol/L NOS inhibitor L-NAME on MVO_2_ were expressed as percent change of baseline.

### Lucigenin-enhanced superoxide measurement

Superoxide generation detected by lucigenin-enhanced chemiluminescence was measured in a liquid scintillation counter (Beckman LS-6000IC) as previously described (Iesaki et al. 1999). 10^−3^ mol/L apocynin, 10^−3^ mol/L tiron, or 10^−3^ mol/L ascorbic acid were also used.

### NOx measurement

The NO end products nitrate and nitrate were measured by a Nitrate/Nitrite Colorimetric Assay Kit (Cayman Chemical) following the protocol provided with the kit. A total of 25 *μ*mol/L EDTA-plasma were used and the absorbance was measured at 550 nm.

### Western blot

The preparation of protein samples from myocardial tissues was performed as previously described (Becker et al. 2005). Antibodies to eNOS (BD Transduction Laboratories, 1:250 dilution), phospho-eNOS (Ser 1177) (Cell Signal, 1:500 dilution), SOD-1(Calbiochem, 1:5000 dilution), SOD-2 (BD Transduction Laboratories, 1:10,000 dilution), SOD-3 (Santa Cruz Biotechnology, 1:5000 dilution), or one of the following subunits of NAD(P)H oxidase: p67^phox^ (Upstate, 1:1000 dilution), p22^phox^ (Santa Cruz Biotechnology, 1:2000 dilution), gp91^phox^(BD Transduction Laboratories, 1:1000 dilution), p47^phox^ (Santa Cruz Biotechnology, 1:1000 dilution), phos-p47^phox^ (Upstate, 1:1000 dilution), p40^phox^ (Santa Cruz Biotechnology, 1:800 dilution), Rac-1 (Santa Cruz Biotechnology, 1:5000 dilution), and nitrotyrosine (Santa Cruz Biotechnology, 1:1000 dilution) were used.

### RNA isolation and microarray analysis

Total RNA was extracted from the control (*n *=* *4) and Met-fed (*n* = 4) LV tissues as previously described (Ojaimi et al. 2005). RNA quality was assessed by electrophoresis with the Agilent Bioanalyzer 2100 (Agilent Technologies, Santa Clara, Calif). cDNA was hybridized to Affymetrix GeneChip Rat Genome 230 2.0 array. Determination of statistical significance for changes in gene expression was performed in GeneSpring with a *t*-test and with variance stabilization.

### Statistical analysis

All data were presented as mean and SEM. A statistical significance of differences was determined with t-test. Changes are considered significant at *P *<* *0.05.

## Results

### Measurement of total plasma Hcy

Total plasma Hcy level was significantly increased threefold in methionine-fed animals (10.5 ± 2.3 *μ*mol/L) as compared to control animals (2.9 ± 0.3 *μ*mol/L) (*P *<* *0.05).

### Hemodynamic measurements

All hemodynamic data and weights are shown in Table1. Heart weight (HW) and LV weight were significantly increased by 11% and 13% in HHcy rats as compared to control. When HW is normalized by body weight, there was also a significant increase in HHcy group, indicating cardiac hypertrophy.

Average systolic blood pressure increased from 114.9 ± 4.0 mmHg of control to 139.6 ± 4.4 mmHg. In the HHcy group, six of nine rats developed hypertension (SBP>140 mmHg). TPR was more than 30% higher in HHcy rats compared to control, suggesting an impairment of peripheral endothelial function.

High concentrations of plasma tHcy have been associated with a greater risk of IUGR in human (Pierantognetti et al. 2003). We (data unpublished) and others have previously found that methionine-diet-induced mild HHcy has a negative effect on fetal growth (Kassab et al. 2005). Consistent with those findings, in this study, while the number of offspring was similar between groups, the fetal weight was significantly smaller in HHcy group than control, suggesting an intrauterine growth restriction.

### Superoxide measurements

Increased oxidative stress has long been linked to mild HHcy pathogenesis. Previously we have found that superoxide was elevated in male dog and rat hearts (Becker et al. 2005; Suematsu et al. 2007) given methionine. In this study, we measured superoxide by lucigenin-enhanced chemiluminescence, and found a 2.6 ± 1.1-fold increase of signal in HHcy hearts as compared to control (Fig.1). AA or tiron were incubated with the tissues and each abolished the increased signal in HHcy heart, confirming the elevated signal was from increased superoxide production. NAD(P)H oxidase has been the most likely source of superoxide in cardiac tissue, and it is activated by mild HHcy in different species and tissues (Ungvari et al. 2003; Becker et al. 2005; Suematsu et al. 2007). So we hypothesized that the increased superoxide in the heart of multiparous mothers with mild HHcy was mainly derived from NAD(P)H oxidase. To test this, we incubated HHcy LV tissues with NAD(P)H oxidase inhibitor apocynin. As expected, there was a suppression of the signal similar to when AA or tiron were used. So far, we have demonstrated that mild HHcy-induced NAD(P)H oxidase-derived superoxide in multiparous rats hearts.

**Figure 1:**
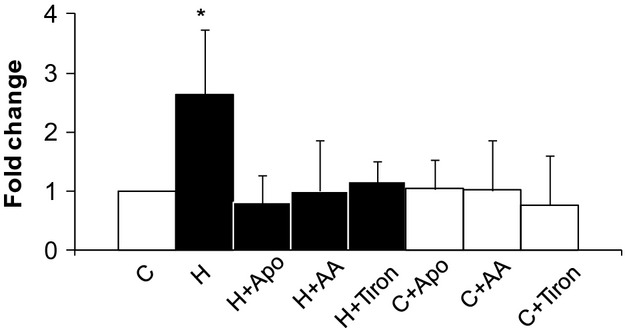
Superoxide detected by Lucigenin-enhanced chemiluminescence. Superoxide was significantly increased in HHcy hearts (H, black bar) as compared to control (C, open bar), and coincubation with AA (10^−3^ mol/L), tiron (10^−3^ mol/L), or Apo (10^−3^ mol/L) abolished the effect. *n* = 6 each group; *versus control ≤ 0.05.

### Effect of Hcy on MVO_2_ in tissues

NO rapidly reacts with superoxide at an almost diffusion-limited rate (Miles et al. 1996). It has been shown that change in NO and superoxide is always negatively correlated (Ungvari et al. 2003; Terman et al. 2004). We considered that the increase in superoxide would result in a decrease in NO bioactivity. It has been well established that NO inhibits cardiomyocyte oxygen consumption by binding to mitochondria cytochrome c oxidase, and the bioavailability of BK-stimulated endogenous NO can be experimentally measured (Wainio 1955; Carr and Ferguson 1990; Poderoso et al. 1998; Loke et al. 1999). In this study, we examined the ability of BK-induced NO to regulate MVO_2_.

BK stimulates eNOS causing the endogenous release of NO. As shown in Figure2, there was a dose-dependent decrease in MVO_2_ in both groups with cumulative doses of BK (10^−8^ to 10^−4^ mol/L) (Fig.2). Cch stimulates NO production from eNOS through a different receptor (M1) and was used here to reinforce the effect of BK on eNOS. We found that the responses to Cch (10^−7^ to 10^−4^ mol/L) are similar to those of BK. As compared to control, the response was significantly suppressed in HHcy hearts, and the degree of suppression was of the same magnitude as L-NAME treated control tissues. In addition, L-NAME treatment did not shift the response curve any further to the right. These findings suggested that cardiac NO bioavailability is impaired by mild HHcy. Similar to L-NAME treated tissues, the response to BK and Cch in HHcy hearts were significantly suppressed (10.0 ± 3.9% and 7.2 ± 0.6%) (*P *<* *0.05, *n* = 6) as compared to control, and further, adding L-NAME into the tissue bath did not cause any additional significant change. This suggests that NO bioavailability was markedly impaired in HHcy hearts. When NO donor SNAP was used, HHcy hearts responded similarly as control hearts, suggesting that mild HHcy did not impair the tissue sensitivity to NO.

**Figure 2:**
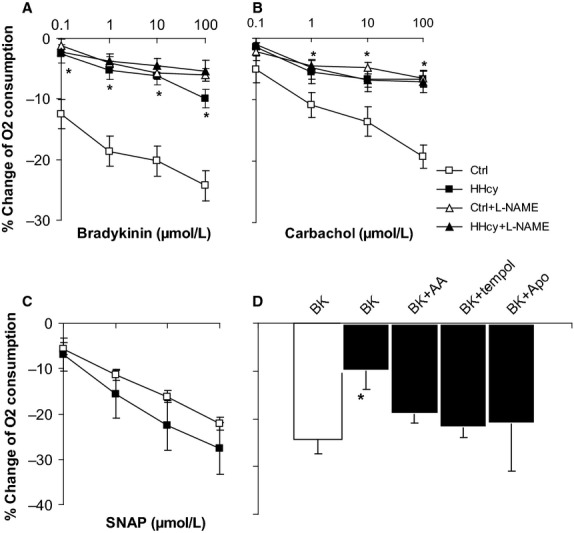
Changes in MVO_2_ in LV tissues. BK (bradykinin) (A) was used to stimulate the endogenous NO release. In control rats (♦), O_2_ consumption was inhibited in a dose-dependent manner in response to accumulated doses of BK, and these effects were significantly attenuated in HHcy rats (■). Adding L-NAME in tissue bath attenuated the response in control rats (∆), but did not affect HHcy rats (▲) (*n* = 6 each); B, Cch had similar effect as BK; C, exogenous NO donor SNAP had similar effect on both groups; D, The ability of BK (10^−4^) to reduce MVO_2_ in mild HHcy group was restored after coincubation with AA (ascorbic acid) (10^−3^ mol/L), tempol (10^−3^ mol/L), or Apo (apocynin) (10^−3^ mol/L);

### Effect of antioxidants on regulation of oxygen consumption

While the presence of antioxidants did not significantly alter MVO_2_ in control hearts in response to BK, the suppressed response in HHcy hearts was completely restored by co-incubation with ascorbic acid (19.2 ± 1.8%) and SOD mimetic tempol (21.9 ± 2.1%), suggesting that NO was impaired by increased superoxide. The ability of NAD(P)H oxidase inhibitor apocynin to restore the MVO_2_ in HHcy hearts again suggested that NAD(P)H oxidase is the major source of superoxide (Fig.2).

### NOx measurement

NOx (nitrate and nitrite) are the end products of NO metabolites, and reflect the endogenous production of NO. HHcy mothers had a similar level of plasma NOx (21.9 ± 0.2 *μ*mol/L) as compared to control mothers (23.5 ± 0.5 *μ*mol/L), suggesting that mild HHcy did not increase NO production.

### Western blot analysis

Protein expression of NAD(P)H oxidase subunits was measured by Western blot. After normalized by GAPDH, the p22^phox^ subunit was significantly increased by 37% (*P *<* *0.05) (Fig.3). Nitrotyrosine was similar between groups. We also measured SOD-1, SOD-2 and SOD-3, and found no difference between groups. eNOS expression was 43% increased in HHcy hearts as compared to control (Fig.3), but phospho-eNOS was not changed.

**Figure 3:**
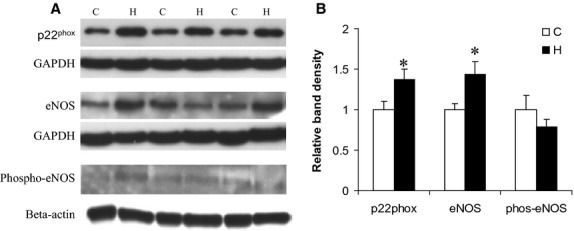
Western blot showed increased protein expression of p22^hpox^ subunit and eNOS. A) Representative western blots of p22^phox^, eNOS and phosphor-eNOS from control hearts (C) and HHcy hearts (H). B) Summary data for the density analysis of p22^phox^, eNOS and phosphor-eNOS. *versus control *P *≤* *0.05

### Microarray analysis

Of the 31,099 transcripts and variants on the microarrays, a total of 1518 genes in HHcy animals were found differentially regulated (*P *<* *0.05) as compared to control. Among them, 265 genes were more than ±1.5-fold changed, with 199 upregulated and 66 downregulated.

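Gene expression in left ventricle was measured on the Affymetrix rat genome arrays named in the methods, where each transcript is read by a probe set, a group of short probes along its 3′ end. The deposited values covered 13 arrays from pregnant rats. Of these, 5 were from control rats, 4 from rats given methionine at 9 g/L in the drinking water (Met-fed) and 4 from rats given L-NAME, an inhibitor of NO synthesis, at 1 g/L. The paper gives 4 control and 4 Met-fed arrays and does not report the L-NAME arrays. Its text does not name the 4 controls, so all 5 were used. By the sample labels, treatment ran over days 1 to 20 of gestation, and parity is not mentioned, while the paper describes rats mated 3 to 4 times. The authors computed the values with MAS5, which gives a linear signal intensity per probe set, and the mean after trimming 2% at each end was 150 on every array. The median signal was 25.7 to 27.2 on the control arrays, 25.8 to 29.2 on the Met-fed arrays and 34.2 to 36.9 on the L-NAME arrays. Each array held 31099 probe sets, of which 57 were the manufacturer's controls and 31042 were tested. Between 70.1 and 72.7% of the probe sets of the control and Met-fed arrays gave more signal than the highest bacterial control probe set without a spiked transcript.

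Signals were taken to log2 without an offset and without a filter on dim probe sets, whose values vary most on this scale. Groups were compared with limma on all 13 arrays, with a variance that follows the signal, and p-values were adjusted over the 31042 probe sets by the Benjamini-Hochberg method. Errors of log2 changes are standard errors unless given as SD, and folds are antilogs of log2 changes. The number of arrays limits the precision. In simulated data of this size, 40.6% of 1.5-fold changes, 81.6% of 2-fold changes and 94.7% of 3-fold changes passed an adjusted p of 0.05. No share was taken for dim probe sets alone, so these shares do not show the precision for dim probe sets. The control and Met-fed arrays had similar ratios of 3′ to 5′ signal for beta-actin, a measure of RNA quality and labelling, with log2 means of 3.47 ± 0.14 (SD, n = 5) and 3.53 ± 0.17 (SD, n = 4) (exact permutation test, 2-sided, p = 0.611). The log2 mean of the spike-in controls was 10.32 ± 0.10 (SD, n = 5) on the control and 10.14 ± 0.13 (SD, n = 4) on the Met-fed arrays (p = 0.0556 by the same exact test). The beta-actin ratio was 2.48 ± 0.16 (SD, n = 4) on the L-NAME arrays, lower than on every control array (p = 0.00794 by the same exact test, the smallest p that 4 arrays against 5 allow).

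**Figure D1:**
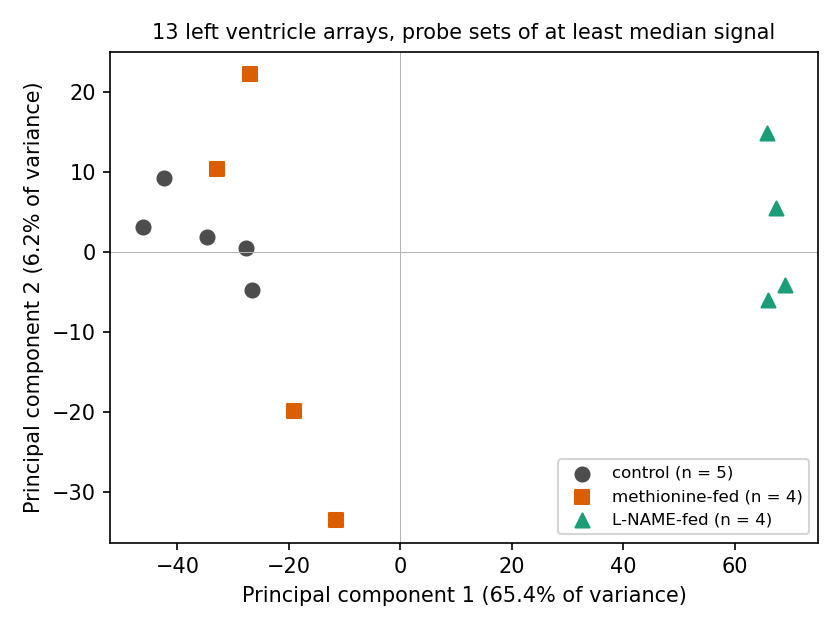
Principal components of the log2 signal of the probe sets of at least median signal on the 13 arrays, with component 1 (65.4% of the variance) on the horizontal axis and component 2 (6.2%) on the vertical axis, 1 point per array. The 4 L-NAME arrays lie between 65.81 and 69.12 on component 1, while the control arrays lie between -46.26 and -26.68 and the Met-fed arrays between -32.93 and -11.57.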

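In Met-fed hearts the chemokines Ccl2 and Ccl7, which attract monocytes, had higher signals than in control hearts, with log2 changes of 1.06 ± 0.21 and 1.01 ± 0.21 (n = 4 Met-fed and 5 control). The neurotrophin Bdnf was also higher (1.01 ± 0.20) in 1 of its 2 probe sets, while the brighter one had a change of -0.03 ± 0.18. Higher signals were also found for Hyou1 and Sdf2l1, which assist protein folding in the endoplasmic reticulum (0.93 ± 0.20 and 0.87 ± 0.19). Lower signals were seen for Kcna5, a voltage-gated potassium channel (-1.06 ± 0.23), Nid2, a basement membrane protein (-0.91 ± 0.17), and Adh1c, an alcohol dehydrogenase, with log2 signals of 9.62 ± 0.38 (SD) in control and 8.62 ± 0.46 (SD) in Met-fed hearts. In the first-named probe set of each of these genes every Met-fed array lay outside the range of the control arrays. They are among the 12 largest rises and 12 largest falls of single-gene probe sets of at least median signal with groups that did not overlap and an unadjusted p under 0.01. Their adjusted p ranged from 0.151 to 0.152 in limma, so none passed an adjusted p of 0.05.

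No probe set passed that threshold in limma, where the smallest adjusted p was 0.13 and the count was 0 of 31042. At an unadjusted p under 0.05 the count was 3319, against 1552.1 expected by chance. Of 100 splits of the same arrays, 8 gave a count as large. With the spike-in controls as a covariate, a setting chosen after seeing the data, the count was 2144. The methods' t-test gave 2478 at an unadjusted p under 0.05 and 0 after adjustment, and its form for unequal variances gave 2144 and 0. The groups did not overlap in 897 probe sets, where chance gives 1.59% or 493. The adjusted count became 1 without control replicate 1 (the dimmer of 2 probe sets of Ccser2, 1.25 ± 0.13), without methionine replicate 1 (a probe set with no gene symbol), without L-NAME replicate 4 (Nid2) or with a replicate block (Adh1c, -1.10 ± 0.10, adjusted p = 0.00532 in limma), probe sets named after their values were seen. In the replicate block, control replicate 5 has no partner of its number and does not add to the change. Among its major findings, the paper states that the cardiac gene expression profile differed between HHcy and control groups.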

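Genes with larger changes than 1.5-fold at an unadjusted p under 0.05 included Nfil3, a clock-controlled repressor of transcription, with a log2 change of 0.94 ± 0.33 in Met-fed hearts (n = 4 Met-fed and 5 control). Rcan1, an inhibitor of calcineurin, was higher by 0.87 ± 0.24, and Vcam1, an adhesion molecule for leukocytes, by 0.61 ± 0.19. Lower signals were found for Enc1 (-0.83 ± 0.20), for the protease cathepsin E, Ctse (-0.84 ± 0.22), and for the clock repressor Bhlhe40 (-0.73 ± 0.31). Their adjusted p ranged from 0.221 to 0.412 in limma. Of 23 measured genes of cytokines and vascular inflammation, 13 were higher and 10 lower, 0 passed the adjusted p over all probe sets and 1, Ccl2, passed when adjusted over the list alone. The list as a whole had an adjusted p of 0.287 by camera, a test of a list against all other genes (0.991 with an estimated correlation). Among 18 hypertrophy and fetal cardiac genes, 8 were higher and 10 lower, and Rcan1 was the 1 gene that passed when adjusted over the list alone (list adjusted p = 0.802, and 0.991 with an estimated correlation). Of 16 circadian clock genes, 5 were higher and 11 lower and 0 passed in either way (list adjusted p = 0.674, and 0.991 with an estimated correlation). The members named were those with the smallest p of each list.

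Over all probe sets, 666 were higher and 842 lower by more than 1.5-fold at an unadjusted p under 0.05 in limma. Of these 1508, 80.4% had a mean signal under the median of all probe sets, and above it the counts were 195 higher and 100 lower. The higher share was 44.2% of the 1508, and it was 32.9% when each array was centred on its median signal and 54.8% with 50 added to every signal. That offset, which damps the spread of dim probe sets, left 23 higher and 19 lower, and an offset of 16 left 56 and 62. By the methods' t-test the counts were 389 higher and 618 lower, and by its form for unequal variances 372 and 504.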

Table2 listed some interesting genes that were significantly changed in HHcy animals. 

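Of the 26 probe sets in Table 2, G0s2, an inhibitor of the lipase that breaks down stored triglyceride, had a log2 signal of 9.29 ± 0.55 (SD, n = 5) in control and 10.08 ± 0.12 (SD, n = 4) in Met-fed hearts, a log2 change of 0.78 ± 0.22. Fgf9, a fibroblast growth factor with a dim signal, had a log2 change of 0.89 ± 0.24, and its brighter probe set, not in Table 2, one of 0.30 ± 0.24. Kcna4, a potassium channel of the transient outward current, was higher by 0.50 ± 0.16, and Lpar6, a lysophosphatidic acid receptor listed there as a purinergic receptor, by 0.40 ± 0.15. Pola2, a subunit of DNA polymerase alpha, was lower by a log2 change of -0.90 ± 0.36. The orphan nuclear receptor Nr4a3, an immediate early gene, had a log2 change of 0.86 ± 0.34, and Gal, the precursor of the neuropeptide galanin, one of -0.26 ± 0.50. Tnf, which encodes the cytokine TNF, had a change of 0.40 ± 0.35 and Hbegf, an EGF-family growth factor, one of 0.64 ± 0.36. Irs1, which couples the insulin receptor to its signaling, had a change of 0.12 ± 0.23, and Lox, an enzyme that crosslinks collagen, one of -0.32 ± 0.20.

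In limma 17 of the 26 probe sets were higher and 9 lower in Met-fed hearts, and 0 passed an adjusted p of 0.05 (smallest 0.261). At an unadjusted p of 0.05 or more stood 18 of them. Adjusted over the list alone, 3 were higher (G0s2, Fgf9 and Kcna4) and 1 lower (Arc), which is not independent evidence since the study chose the list on these samples. The exact permutation test (2-sided) gave p = 0.0317 for G0s2, 0.0159 for Fgf9, 0.0159 for Lpar6 and 0.0476 for Kcna4. Of these probe sets, 13 lay under the median signal of all probe sets, and 3 did not exceed the bacterial controls. Single arrays stood apart for Tnf (methionine replicate 2), Hbegf (control replicate 5) and Irs1 (control replicate 3). The other Met-fed arrays had Tnf log2 signals of 4.798 to 4.895, against a control mean of 4.721. The other control arrays had Hbegf log2 signals of 3.071 to 3.428, against a Met-fed mean of 3.576. Without methionine replicate 2 the change of Irs1 turned to -0.03, and that of Gal to 0.01 without control replicate 2 and 0.04 without methionine replicate 3.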

(All hybridization data have been submitted to the National Center for Biotechnology Information (NCBI) Gene Expression Omnibus database with GEO Accession Numbers for series GSE30308.) At the transcriptional level, mRNA of NAD(P)H oxidase subunits was not changed. 

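The catalytic subunit Cybb (gp91phox, Nox2) had a log2 change of -0.07 ± 0.12 in Met-fed hearts (n = 4 Met-fed and 5 control). Of the cytosolic regulators, Ncf1 (p47phox) had a change of -0.37 ± 0.31, Ncf4 (p40phox) of 0.25 ± 0.22, Rac1 of -0.09 ± 0.08 and Rac2 of -0.19 ± 0.14. The other catalytic subunits Nox1 and Nox4 had changes of -0.63 ± 0.33 and -0.67 ± 0.49 at dim signals, and control replicate 2 lay far under the other controls for Nox4. Of 14 listed subunits and regulators, 10 had a probe set with a single gene symbol, and Nox3, Noxa1 and Duox1 were among those that had none. Of the 10 measured, 2 were higher and 8 lower, and 0 had an unadjusted p under 0.05 in limma, 0 an adjusted p under 0.05 and 0 passed when adjusted over the list alone. The list had an adjusted p of 0.301 by camera, and of 0.991 with an estimated correlation, with a median log2 change of -0.17.

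The 95% intervals of these changes, drawn for each subunit, were narrowest for Rac1 (-0.25 to 0.07) and Cybb (-0.32 to 0.18), the subunits with the highest signals. The count at an unadjusted p under 0.05 became 1 (Nox1) when each array was centred on its median signal, and also without methionine replicate 1 or methionine replicate 4. The change of Cybb turned to 0.01 without control replicate 5. The dimmer probe sets of Cybb and Rac1 had changes of 0.22 ± 0.25 and 0.24 ± 0.15.

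**Figure D2:**
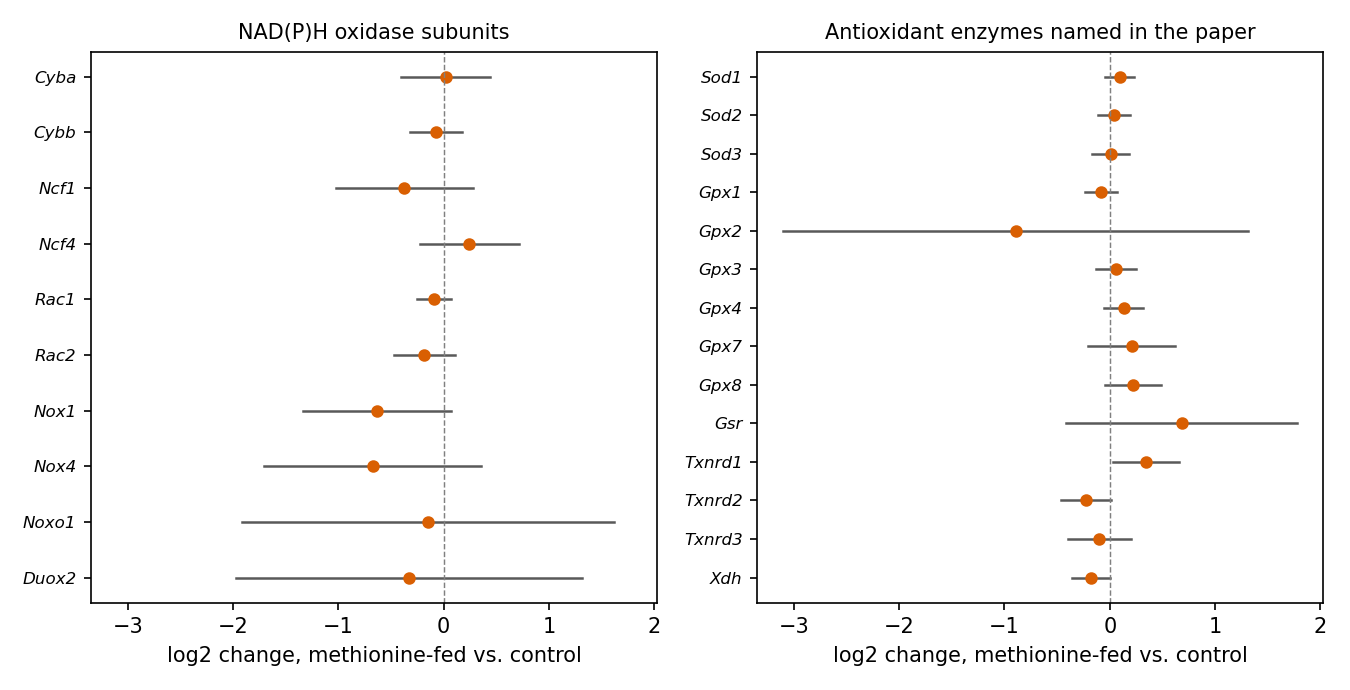
Log2 change of each NAD(P)H oxidase subunit (left) and of each antioxidant enzyme named in the paper (right) in Met-fed (n = 4) against control (n = 5) hearts, with points for the limma estimate and lines for the 95% interval. The intervals of the 10 subunits all include 0, from Rac1 (-0.25 to 0.07) to Noxo1 (-1.92 to 1.62).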

Most of the antioxidants and antioxidant enzymes genes, such as SODs, and glutathionine reductase, were not significantly changed. 

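The superoxide dismutases Sod1, Sod2 and Sod3, which convert superoxide to hydrogen peroxide, had log2 changes of 0.09 ± 0.07, 0.04 ± 0.07 and 0.01 ± 0.08 in Met-fed hearts (n = 4 Met-fed and 5 control). Their 95% intervals reached 0.23, 0.19 and 0.18 at the upper end, so that a change of 1.5-fold lies outside each. Gsr, glutathione reductase, had a dim signal and a change of 0.68 ± 0.52, with a 95% interval from -0.42 to 1.78 that does not exclude a fold of 1.5 or more. Gclm, the regulatory subunit of the enzyme that starts glutathione synthesis, had the smallest p of the list, with a change of -0.38 ± 0.14 (unadjusted p = 0.0132, adjusted p = 0.358 in limma). Of 29 measured antioxidant enzymes, 17 were higher and 12 lower. At an unadjusted p under 0.05, 1 was higher and 1 lower, and 0 passed the adjusted p over all probe sets or adjusted over the list alone. The list had an adjusted p of 0.731 by camera and of 0.991 with an estimated correlation. The changes of Sod2 and Sod3 turned to -0.02 and -0.05 when each array was centred on its median signal. Sod3 was also under 0 without control replicate 2 (-0.01) or 4 (-0.03) and without methionine replicate 3 (-0.02) or 4 (-0.03), and Sod2 without methionine replicate 3 (-0.001). The count of 2 at an unadjusted p under 0.05 became 4 with quantile normalization. It was 4 without control replicate 1, methionine replicate 2 or L-NAME replicate 1, and 1 without control replicate 4 or methionine replicate 1.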

On the basis of their GO biological process annotations, we grouped the differentially expressed genes into nine functional categories as Cell Cycle/Proliferation, Development/Reproduction, Immune Response/Apoptosis, Metabolism, Protein/Protein Expression, Cell Signaling/Communication, Cell Structure/Motility, Proteolysis, and Unknown/Others. Among them, cell signaling/communication category has the largest number of genes changed (14%). For example, cAMP responsive element modulator (CREM) was downregulated by 1.9-fold, and G-protein-coupled receptor 34 and RAS-like family 11 were upregulated by 2.1- and 1.8-fold. 

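Crem, a member of the CREB family that activates or represses cAMP-responsive genes depending on its isoform, had a log2 signal of 8.00 ± 0.22 (SD, n = 5) in control and 8.12 ± 0.52 (SD, n = 4) in Met-fed hearts for the probe set of Table 2. This is a log2 change of 0.12 ± 0.19 (fold 1.09, 95% interval 0.83 to 1.43, adjusted p = 0.85 in limma). Gpr34, a receptor for lysophosphatidylserine, had 5.16 ± 0.43 (SD) and 5.20 ± 0.60 (SD), a change of 0.04 ± 0.29 (fold 1.03, interval 0.671 to 1.57). Rasl11b, a small GTPase and the only member of RAS-like family 11 with a probe set in the annotation, had 8.91 ± 0.26 (SD) and 9.15 ± 0.10 (SD), a change of 0.24 ± 0.13 (fold 1.18, interval 0.985 to 1.42, adjusted p = 0.508 in limma). The exact permutation test (2-sided) gave p = 0.683 for Crem, 0.897 for Gpr34 and 0.127 for Rasl11b. The change of Crem turned to -0.12 without methionine replicate 1. That of Gpr34 turned to -0.02 with array median centring, and to -0.13 without control replicate 2, -0.17 without methionine replicate 1 and -0.10 without methionine replicate 4.

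**Figure D3:**
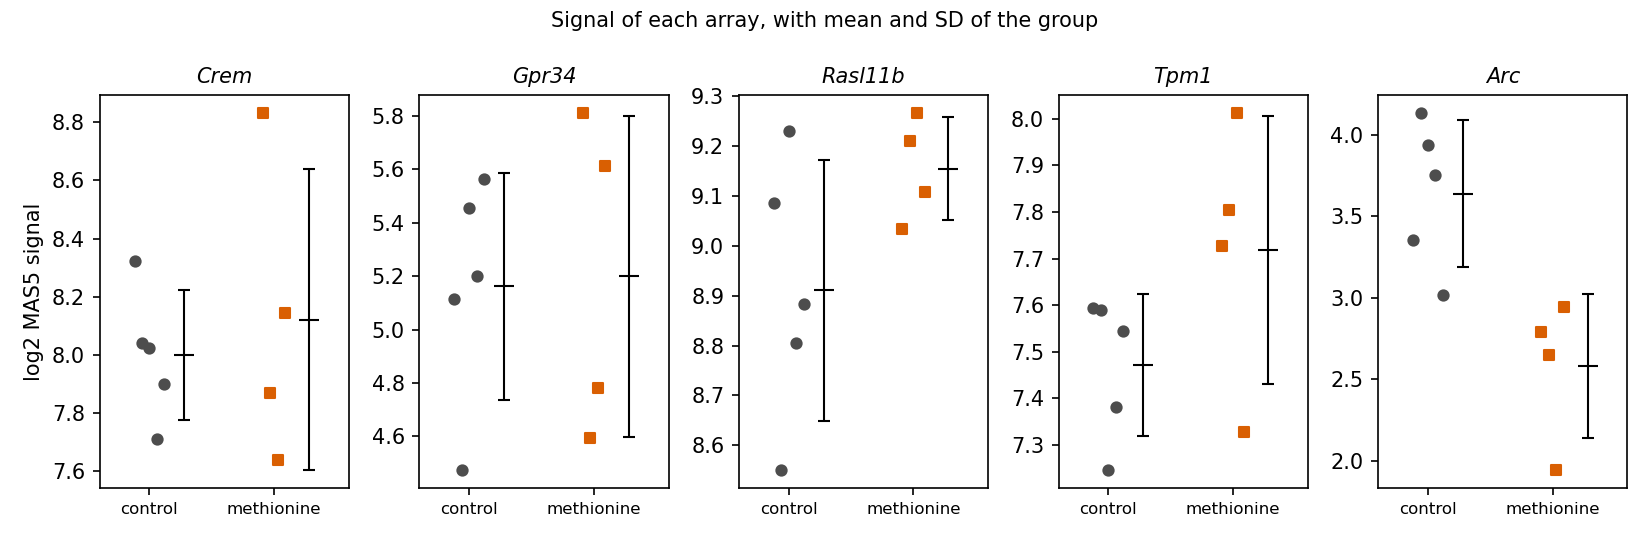
Log2 MAS5 signal of each array in control (n = 5) and methionine-fed (n = 4) hearts for Crem, Gpr34, Rasl11b, Tpm1 and Arc, on a separate vertical scale for each gene, with the mean and SD of each group beside the points. The Arc signals of the Met-fed hearts lie under those of all controls, while the points of the other 4 genes overlap between the groups.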

Some structural genes such as tropomyosin 1 and activity-regulated cytoskeleton-associated protein were also differently regulated. 

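Arc, an immediate early gene best known from neurons, had a log2 signal of 3.64 ± 0.45 (SD, n = 5) in control and 2.58 ± 0.44 (SD, n = 4) in Met-fed hearts, a change of -1.06 ± 0.33 at a dim signal. Every Met-fed array was lower than every control array (exact permutation test, 2-sided, p = 0.0159), and the adjusted p was 0.312 in limma. Tpm1, the sarcomeric tropomyosin that regulates the access of myosin to actin, is read by 7 probe sets. The probe set of Table 2 had 7.47 ± 0.15 (SD, n = 5) in control and 7.72 ± 0.29 (SD, n = 4) in Met-fed hearts, a change of 0.25 ± 0.14 (adjusted p = 0.568 in limma). Of the other 6 probe sets 2 were higher and 4 lower, none with an adjusted p under 0.05. Those with the most signal had changes of -0.10 ± 0.09, -0.10 ± 0.11, -0.07 ± 0.09 and -0.04 ± 0.08. Of these, the last 2 turned to 0.01 and 0.03 with quantile normalization, and both were above 0 without methionine replicate 1.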

Unfortunately, a large portion of the genes that were significantly up or downregulated encode for proteins whose identities have not been well defined.

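Some Table 2 entries are themselves probe sets that the platform annotation leaves without a gene symbol. The probe set listed in the paper for oxoglutarate dehydrogenase, an enzyme of the citric acid cycle, had a log2 change of 0.65 ± 0.28 in Met-fed hearts (n = 4 Met-fed and 5 control, adjusted p = 0.424 in limma). The probe set listed for the glutamine-fructose-6-phosphate transaminase Gfpt1, which starts hexosamine synthesis, had a change of 0.52 ± 1.13 at a signal under the bacterial controls, and it turned to -0.28 without control replicate 5 and to -0.24 without methionine replicate 1. Gene names were taken from the platform annotation, where 20826 of the probe sets tested have 1 symbol, 436 have several and 9780 (31.5%) have none. Of the 3319 probe sets at an unadjusted p under 0.05, 1001 (30.2%) had no symbol, and of the 1508 that also changed by more than 1.5-fold, 621 (41.2%) had none.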

**Table 2:** Example genes that are significantly changed in HHcy group as compared to control

Probe set ID	Gene title	Fold change HHcy versus Ctrl, *P *<* *0.05
1388395_at	G0/G1switch 2	2.9
1368344_at	Glutamate decarboxylase 1	2.3
1387203_at	Glucokinase regulatory protein	2.2
1377702_at	Purinergic receptor P2Y, G-protein-coupled, 5	2.2
1370747_at	Fibroblast growth factor 9	2.0
1369043_at	Potassium voltage-gated channel	2.0
1393682_at	G-protein-coupled receptor 34	2.1
1378925_at	cAMP responsive element modulator	1.9
1393335_at	EGF-like-domain, multiple 6	1.9
1391384_at	Tumor necrosis factor	1.7
1368983_at	Heparin-binding EGF-like growth factor	1.6
1369771_at	Insulin receptor substrate 1	1.6
1395794_at	Tropomyosin 1, alpha	1.5
1373085_at	Carbonyl reductase 3	1.5
1389474_at	Myosin regulatory light chain interacting protein	1.5
1368172_a_at	Lysyl oxidase	1.4
1387088_at	Galanin prepropeptide	−6.7
1369067_at	Nuclear receptor subfamily 4	−4.9
1387795_at	Polymerase (DNA directed), alpha 2	−1.9
1368188_at	4-hydroxyphenylpyruvate dioxygenase	−1.8
1397782_at	Oxoglutarate dehydrogenase (lipoamide)	−1.7
1370650_s_at	Bradykinin receptor B2	−1.5
1375900_at	Tumor necrosis factor receptor superfamily, member 9	−1.5
1387068_at	Activity-regulated cytoskeleton-associated protein	−1.5
1371077_at	5-hydroxytryptamine (serotonin) receptor 3b	−1.4
1377314_at	Glutamine fructose-6-phosphate transaminase 1	−1.4

## Discussion

The major findings of this study include: (1) mild HHcy caused hypertension in multiparous rats; (2) NAD(P)H oxidase-derived superoxide production was significantly increased without an apparent increase in antioxidants and antioxidant enzymes; (3) increased superoxide attenuated the ability of BK or Cch to regulate MVO_2_ in vitro, and this effect was restored by antioxidant treatment; and (4) cardiac gene expression profile differed between HHcy and control groups.

Increased tHcy has been associated with an increased risk for PE that featured as elevated blood pressure (Khosrowbeygi and Ahmadvand 2013). Although PE is more frequently seen in nulliparous women than in multiparous women, the risk of women who have PE in a first pregnancy is significantly higher in later pregnancies (Duckitt and Harrington 2005; Brown et al. 2007; Hernandez-Diaz et al. 2009). In our study, with mild HHcy starting from the first pregnancy (data not shown) and continuing until termination, overt hypertension occurred in six of nine HHcy multiparous rats, but none in control group developed hypertension. This suggests that HHcy can be a causal factor increasing the risk of PE in multiparous women with a history of PE. Experimental and clinical evidence support a correlation between plasma tHcy level and blood pressure (Brett et al. 2006; Khosrowbeygi and Ahmadvand 2013). Although some other experimental findings question the hypothesis that HHcy is a contributor to the elevation of blood pressure in PE (Chandler et al. 2009) in nulliparous rats, the possibility that the duration of exposure is an important determinant for hypertension to be induced by mild HHcy cannot be excluded. Increased oxidative stress leads to endothelial cells impairment. This is also supported by the findings that HHcy increases oxidative stress and impairs endothelial function. We also measured plasma angiotensin II level, but found no difference between groups (data not shown). It thus is more likely that the increased blood pressure is secondary to elevated oxidative stress.

As far as we know, the effect of mild HHcy on cardiac metabolic function in multiparous mothers has not been studied. Mild HHcy has been demonstrated to increase oxidative stress in many different organs such as brain, lung, kidney, blood vessel, and heart (Ungvari et al. 2003; Becker et al. 2005; Sachdev 2005; Yi et al. 2006; Suematsu et al. 2007; da Cunha et al. 2011). The increase in oxidative stress has been suggested as a link between HHcy and many CVD. We have reported that superoxide is elevated by HHcy in male rat heart and dog heart and our unpublished data on nulliparous rat heart showed the same change (Becker et al. 2005; Suematsu et al. 2007). In this study we found that superoxide was significantly elevated by mild HHcy in multiparous hearts as compared to the controls. As compared with xanthine oxidase, arachidonic acid, and mitochondrial oxidases, NAD(P)H oxidase has been demonstrated as the major source of ROS in cardiac cells (Mohazzab et al. 1997). Previously we have found that in male rat and dog heart and nulliparous rat heart the protein level of NAD(P)H oxidase is elevated by HHcy and by blocking the oxidase the increased superoxide level is restored to control level, suggesting NAD(P)H oxidase is a major source of elevated superoxide in HHcy maternal heart (Becker et al. 2005). In this study, after apocynin blocks NAD(P)H oxidase the increase in superoxide in cardiac tissue was abolished, demonstrating that mild HHcy also increases cardiac oxidative stress through NAD(P)H oxidase-derived superoxide in pregnant rat heart. In fact, the evidence of HHcy increasing oxidative stress through NAD(P)H oxidase-derived superoxide is not limited to cardiac tissue, but was also seen in coronary arteries(Ungvari et al. 2003), vascular smooth muscle, neutrophils, and endothelium (Zou et al. 2010; Bellamy et al. 1998; Alvarez-Maqueda et al. 2004).

The site of NAD(P)H oxidase regulation differs by treatments and disease. For example, in heart failure patient, the p47^phox^ translocation from cytosol to membrane is increased (Heymes et al. 2003). Angiotensin II-induced hypertensive rats have elevated p22^phox^ mRNA in aorta (Fukui et al. 1997); protein expression of p22^phox^, p47^phox^, and p67^phox^ is increased in placentas from PE patients (Dechend et al. 2003); HHcy increases protein expression of p22^phox^ in male rat heart and protein expression of Nox 2 in male dog heart (Becker et al. 2005; Suematsu et al. 2007). Unfortunately, so far the underlying pattern that determines which subunit(s) of the enzyme is regulated and whether the regulation occurs at transcriptional, translational or posttranslational level under different circumstances, has yet to be found. While the degree of phosphorylation of p47^phox^ subunit is enhanced in the heart of nulliparous mothers with mild HHcy (our data), we found an upregulation of p22^phox^ protein but not mRNA in the HHcy heart of multiparous mothers. 

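Cyba, which encodes p22phox, the membrane subunit that stabilizes the catalytic Nox proteins, had a log2 signal of 6.14 ± 0.31 (SD, n = 5) in control and 6.16 ± 0.15 (SD, n = 4) in Met-fed hearts. The log2 change was 0.02 ± 0.20, a fold of 1.01 with a 95% interval from 0.757 to 1.36, and the adjusted p was 0.984 in limma (exact permutation test, 2-sided, p = 0.921). A fold of 1.5 lies outside this interval. The p22phox protein rise in the paper's results is close to the upper end of this interval, and its abstract gives a larger one. An mRNA rise of nearly the size given in the results is therefore not excluded. The sign of this change of 0.02 was not settled: it was -0.05 with quantile normalization and -0.04 with array median centring, and -0.03, -0.02 and -0.04 without control replicates 3, 4 and 5 and -0.05 without methionine replicate 1. The other probe set of Cyba, with a dim signal, had a change of -0.28 ± 0.38. The paper contrasts its finding of more p22phox protein but not mRNA in multiparous mothers with p47phox phosphorylation in nulliparous ones, and proposes that the mechanisms may differ between short-term exposure with a single pregnancy and long-term exposure with multiple ones.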

The mechanisms of cardiac NAD(P)H oxidase activation in short-term HHcy exposure with single pregnancy may differ from long-term exposure with multiple pregnancies, and this might reflect a differentially regulated mechanism which contributes to the increased risk of CVD development in the future.

We further examined whether long-term mild HHcy has affected the antioxidant system in the multiparous heart. 

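Xdh, xanthine dehydrogenase, which can form superoxide as xanthine oxidase, had a log2 change of -0.18 ± 0.09 in Met-fed hearts (n = 4 Met-fed and 5 control, unadjusted p = 0.0538, adjusted p = 0.478 in limma), with control replicate 2 standing above the other controls. Of the thioredoxin reductases, the cytosolic Txnrd1 had a change of 0.35 ± 0.15 (unadjusted p = 0.0322, adjusted p = 0.425 in limma). The mitochondrial Txnrd2 had a change of -0.23 ± 0.11 (adjusted p = 0.499 in limma) and Txnrd3 one of -0.10 ± 0.14. Among the glutathione peroxidases, which reduce peroxides, Gpx1 had a change of -0.08 ± 0.07, Gpx3 of 0.06 ± 0.09 and Gpx4 of 0.13 ± 0.09. Gpx7 and Gpx8, which act in the endoplasmic reticulum, had changes of 0.21 ± 0.19 and 0.22 ± 0.13, and Gpx2 one of -0.90 ± 1.04 at a signal under the bacterial controls. The exact permutation test (2-sided) gave p = 0.0159 for Txnrd2, whose groups did not overlap, 0.0317 for Xdh and 0.0873 for Txnrd1. The 95% intervals of Txnrd1, Gpx7 and Gpx2 reached log2 changes of 0.66, 0.62 and -3.10, so that a fold of 1.5 was not excluded for these 3 genes.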

Our microarray showed no significant change in antioxidants and antioxidant enzymes genes, such as xanthine dehydrogenase, thioredoxin reductase, glutathione peroxidase, and SOD isoforms. Protein level of SODs was also not different. It seems that the expression of major antioxidant enzymes and antioxidants were not significantly affected. However, we cannot rule out the involvement of antioxidant system due to the possible change of enzyme activity.

Another possible mechanism of lowering NO bioavailability is inhibiting its production. Thus, we measured plasma NOx concentration which represents endogenous NO production, and found NOx level similar between groups, suggesting an unchanged NO production. To further confirm it, the expression of NOS was also measured. A 43% elevation of eNOS protein expression was detected, but the active form (phospho-eNOS) was not changed. A number of inhibitory effects of HHcy on eNOS activity have been proposed, for example, phosphorylation of eNOS threonine 495 through protein kinase C pathway, and accumulation or activation of endogenous inhibitor of eNOS (Trochu et al. 2003; Jiang et al. 2005; Tyagi et al. 2005). Our microarray also revealed a downregulation of bradykinin type 2 receptor (B2R) by 1.5-fold (*P *=* *0.05). Nonetheless, the NOx level was preserved to control level in HHcy animals, indicating that the impaired NO ability to regulate MVO_2_ is independent of NO production.

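Bdkrb2, the bradykinin B2 receptor through which bradykinin stimulates NO release, is read by 3 probe sets, all dim. That of Table 2 had a log2 signal of 2.23 ± 0.71 (SD, n = 5) in control and 2.02 ± 1.17 (SD, n = 4) in Met-fed hearts. Its log2 change was -0.21 ± 0.53, a fold of 0.863 with a 95% interval from 0.393 to 1.89 (adjusted p = 0.921 in limma; exact permutation test, 2-sided, p = 0.762). It turned to 0.03 without control replicate 3 and to 0.36 without methionine replicate 2. Of the other 2 probe sets the brighter had a change of 0.18 ± 0.28, and the other, under the bacterial controls, one of -1.13 ± 0.82. Of 20 measured genes of nitric oxide synthesis and signalling, 11 were higher and 9 lower and 0 passed the adjusted p or passed when adjusted over the list alone (list adjusted p = 0.779 by camera, and 0.991 with an estimated correlation). The members with the smallest p in limma were Cav1, the caveolae protein that binds eNOS (-0.27 ± 0.09), and Ddah1, which degrades an endogenous NOS inhibitor (0.47 ± 0.20). Slc7a1, an arginine transporter, had a change of 0.28 ± 0.15. The 2 dimmer probe sets of Cav1 had changes of 0.18 ± 0.14 and -0.03 ± 0.16. Adjusted p of these 3 genes in limma ranged from 0.35 to 0.531.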

Superoxide reacts with NO rapidly and irreversibly to generate peroxynitrite, a reactive nitrogen species. Peroxynitrite can interact with tyrosine residues in proteins to form nitrotyrosine. Although increase in superoxide usually leads to increase of nitrotyrosine, in this study we found the level of nitrotyrosine did not differ between groups. This finding is consistent with a study performed on CBS knockout mice (Powers et al. 2004). While we may conclude an unlikely role for nitrotyrosine as the link between HHcy and CVD in multiparous hearts, exactly how nitrotyrosine remains unchanged remains unknown.

Long-term inhibition of NO synthesis by L-NAME causes cardiac hypertrophy that resembles pressure overload hypertrophy in normal male rats (Sladek et al. 1996). We have demonstrated in this study that NO bioavailability is impaired by increased superoxide in HHcy group. Thus, it is not surprising that the heart weight, LV weight, and HW/BW are all significantly increased as compared to control. In the dilated-hypertrophic heart during pregnancy (Hytten and Paintin 1963; Mabie et al. 1994), NO plays an important role in matching the oxygen supply and demand. Cardiac eNOS expression and NO production are enhanced to inhibit mitochondrial respiration by inhibiting cytochrome c oxidase in cardiomyocytes, resulting in a reduction of oxygen consumption with the same amount of work performed (Wainio 1955; Loke et al. 1999). It is conceivable that mild HHcy limiting the NO availability in the hypertrophic heart of multiparous rats will make the heart more vulnerable and prone to ischemic injury, and increase risk of heart disease later on.

NO can switch substrate utilization in the heart (Suematsu et al. 2007; Williams et al. 2008). It is not surprising that microarray revealed changes in certain metabolism genes, for example, glucokinase regulatory protein and glucokinase regulatory protein. 

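Gckr, the protein that inhibits glucokinase in liver, had a dim signal in left ventricle, with a log2 value of 4.71 ± 0.62 (SD, n = 5) in control and 5.41 ± 0.82 (SD, n = 4) in Met-fed hearts. The log2 change was 0.70 ± 0.39, a fold of 1.63 with a 95% interval from 0.914 to 2.90 (adjusted p = 0.546 in limma; exact permutation test, 2-sided, p = 0.183). Of 21 measured genes of glucose metabolism, 3 were higher and 18 lower, 0 passed the adjusted p and 0 passed when adjusted over the list alone. Pdha1, a subunit of pyruvate dehydrogenase, had a change of -0.22 ± 0.08 (adjusted p = 0.387 in limma) and Pygm, muscle glycogen phosphorylase, one of -0.24 ± 0.10, each by its brightest probe set. The other of Pdha1 had a change of 0.03 ± 0.13, and those of Pygm 0.17 ± 0.11 and -0.23 ± 0.17. The list had an adjusted p of 0.147 by camera and of 0.991 with an estimated correlation. It passed without methionine replicate 2 (0.00779), without methionine replicate 3 (0.00687) and with dim probe sets left out (0.0229). It turned direction without methionine replicate 1 (0.974) and with the spike-in controls as a covariate (0.569), a setting chosen after seeing the data. Methionine replicates 1 and 4 stood apart from replicates 2 and 3, with median signals of 29.2 and 29 against 26.8 and 25.8. Whether the lower values of this list come from the treatment or from a technical difference of these arrays stays open.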

Using large animals with direct access to the coronary circulation will address whether and how substrate utilization is affected in multiparous hearts. Another gene of interest is CREM (downregulated by 1.9-fold), which is an important component in the cAMP signaling network. 

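Crem, whose products mediate transcriptional responses to cAMP, is read by 6 probe sets. Besides the probe set of Table 2, 4 were higher and 1 lower in Met-fed hearts (n = 4) than in control hearts (n = 5), none with an adjusted p under 0.05 in limma. The changes were 0.35 ± 0.32, 0.36 ± 0.35, 0.35 ± 0.19, 0.23 ± 0.24 and -0.25 ± 0.34, in falling order of signal, and the smallest adjusted p in limma was 0.533. The change of 0.36 turned to -0.02 without methionine replicate 1.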

Its ability to regulate cardiac function and activate NAD(P)H oxidase make it an interesting candidate gene for future study (Muller et al. [Bibr b34],[Bibr b35],[Bibr b36]; Mehrhof et al. 2001; Espinosa et al. 2006; Fu et al. 2006).

In summary, this study for the first time demonstrates that long-term mild HHcy induces hypertension and cardiac hypertrophy, and impairs the ability of NO to regulate cardiac MVO_2_ through NAD(P)H oxidase-derived superoxide production in multiparous mothers. We also provided evidence for how NAD(P)H oxidase is activated, but more specific regulating mechanism that links high tHcy level to the enzyme activation is still needed. Further clarifying the mechanism may have potential therapeutic implications. Microarray has also uncovered certain regulatory genes that might be of pathogenic importance. Mild HHcy alone is able to induce both cardiac functional and genetic changes in multiparous heart, making it vulnerable to any further pathogenetic disturbances. It is reasonable to deduce that mild HHcy is a risk factor for CVD development in pregnancy-related complications such as PE, and at least partially accounts for the increased risk of reoccurrence in later pregnancy.

## Conflict of Interest

None declared.

How the deposited data were processed for this re-analysis (not part of the article)

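Left ventricle of pregnant rats was profiled on 13 Affymetrix rat genome arrays, 1 array per rat: 5 control, 4 Met-fed and 4 L-NAME. The intensity values were computed by the authors with MAS5 before they were deposited, as their processing notes say, without a version. They are linear, and the mean after trimming 2% at each end was 150 on every array, as after scaling each array to a common target. No further normalization was applied. Conditions were taken from the sample labels, which give methionine at 9 g/L or L-NAME at 1 g/L in drinking water over days 1 to 20 and death on day 20 or 21. The paper gives death on day 19 to 21 of the 3rd or 4th pregnancy and 4 arrays per group, and its text does not name the 4 controls. The number of arrays limits the precision.

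After 57 control probe sets were left out of 31099, the log2 values of 31042 probe sets were compared with limma 3.58.1 in R 4.3.3. The model had 1 coefficient per group over all 13 arrays, no covariate, and a variance that follows the signal, and the 3 comparisons were Met-fed and L-NAME against control and L-NAME against Met-fed. P-values were adjusted by the Benjamini-Hochberg method with a threshold of 0.05, and counts at the paper's stated thresholds used an unadjusted p under 0.05 and a fold of 1.5. The methods' t-test was run per probe set on the log2 values. The variance stabilization the paper names was not repeated, since its settings are not given in the paper's text. For single genes the exact permutation test (2-sided, difference of means) was run over all splits of the 2 groups. Known changes were tested on simulated data in the same design. Figures were drawn with matplotlib 3.10.9.

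Named genes followed a rule set before the data were examined. It took the Table 2 probe sets and the genes named in the paper's microarray text, whose published values had been seen. It also took, per comparison with control, the 12 largest rises and 12 largest falls among probe sets with 1 symbol, at least the median signal of 29.2, groups without overlap and an unadjusted p under 0.01. Members of gene lists were named by smallest p, and the lists whose members are named were picked after the values were seen. In total 27 gene lists were fixed before the data were examined and tested with camera, with an inter-gene correlation of 0.01 and with an estimated one, and with fry, another test of a list. Each gene was read by its brightest probe set, and p-values were adjusted over 81 tests. The lists covered NAD(P)H oxidase, antioxidant enzymes, nitric oxide, methionine metabolism, hypertrophy, fatty acid oxidation, glucose metabolism, oxidative phosphorylation, extracellular matrix, immediate early genes, cytokines, leukocytes, interferon response, endoplasmic reticulum stress, heat shock, the clock, the cell cycle, renin-angiotensin signaling, calcium and ion channels, and glucocorticoid response. They also covered markers of blood, adipocytes, atrium, endothelium, smooth muscle, skeletal muscle and neurons.

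Alternatives set before the data were examined were quantile normalization, array median centring, offsets of 50 and 16, a filter at the median signal, the compared groups alone, a variance without trend, the methods' t-test and its form for unequal variances. A replicate block, each array left out in turn, arithmetic means, the mean of all probe sets per gene and an estimated correlation were also set before. Control replicate 5 has no partner of its number in the replicate block, where turned gene changes equalled those without this array. A filter above the highest of 27 bacterial control probe sets and the mean of 18 spike-in control probe sets as a covariate were chosen after the data were seen. Gene ontology groups were not analysed here, and electrophoresis readings of RNA quality were not used here. Results for some single genes are not reported here.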

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

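The tests of scaling, of transcript amounts and of RNA quality on the L-NAME arrays were chosen after the result was seen. The L-NAME arrays, which the paper does not report, differed from the control arrays in 14183 probe sets at an adjusted p under 0.05 in limma and from the Met-fed arrays in 12495. Of 100 splits of the L-NAME and control arrays, 1, the real one, gave a count as large as 14183, and the highest other count was 9890. Of the 35 splits of the L-NAME and Met-fed arrays, 1, the real one, gave a count as large as 12495, and the highest other count was 0, so chance can be excluded for both. With the spike-in covariate, chosen after seeing the data, the counts were 4133 and 7526.

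The tables argue against scaling of the arrays as the source, since 13619 probe sets passed against control after quantile normalization. They also argue against changed transcript amounts as the whole cause: of 1065 genes with at least 2 called probe sets, 46.3% had calls in both directions. The correlation of the change between probe sets of a gene was 0.058. Of 720 genes with exactly 2 probe sets of at least median signal, both called, 43.5% had them in opposite directions, close to the 47.7% of pairs drawn at random with the same share of rises. A difference in RNA quality, labelling or hybridization may account for a part or for most of the changes, since the beta-actin 3′ to 5′ log2 ratio differed from control by -0.993. An effect of L-NAME on the heart stays open beside it, because every L-NAME array shows both and the design cannot part them.

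Some single arrays stood far from the others of their group, 12 of 319 groups tested, where chance gives about 1 in 20 or 15.9. Among Met-fed arrays, the log2 signal of Tnf was 5.932 in replicate 2 (others 4.798 to 4.895), that of Vwf 9.05 in replicate 2 (others 9.476 to 9.528) and that of Nfil3 7.327 in replicate 1 (others 8.421 to 8.592). Among control arrays, Hbegf was 1.678 in replicate 5 (others 3.071 to 3.428), Irs1 6.616 in replicate 3 (others 5.47 to 5.685), and Nox4 1.366 in replicate 2 (others 2.547 to 3.003). Xdh was 11.246 in control replicate 2 (others 10.938 to 11.018), Amigo3 4.033 in replicate 4 (others 4.989 to 5.302) and Bhlhe40 6.427 in replicate 3 (others 5.936 to 5.967). Pygm was 10.73 in control replicate 1 (others 10.942 to 10.995), Zfp580 7.968 in replicate 3 (others 7.616 to 7.712) and C2cd4b 7.728 in replicate 4 (others 8.175 to 8.218).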

How the results depend on the processing

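The filter above the bacterial controls and the spike-in covariate were chosen after seeing the data, and the other alternatives were set before the data were examined. Of 3133 gene values of Met-fed hearts over 122 probe sets and all alternatives, 3058 kept their direction and stayed on the same side of an adjusted p of 0.05. In 73 the direction turned, in 28 probe sets, and 2 passed the threshold (Adh1c and Nid2). Of 858 gene values of L-NAME hearts over 33 probe sets, 852 kept direction and side, 6 no longer passed, under the spike-in covariate, and 0 turned. Of the 675 list values of Met-fed hearts 602 kept direction and side, 16 no longer passed, 20 passed and 37 turned, and 12 of 27 lists stayed the same throughout. For L-NAME hearts these numbers were 611, 10, 8 and 46 of 675, and 7 of 27 lists stayed the same throughout. Signal over background limits the dim probe sets, and 71.3% of all probe sets exceeded the bacterial controls. The cause was not tested for the changes that follow, except that a filter tests fewer probe sets, an offset shrinks folds of dim probe sets by its construction and leaving out an array leaves fewer arrays. Replicate numbers do not pair the arrays: over 12 pairs of the same number the correlation of the residuals was -0.03 to 0.045, and the own number was the best partner in 1 of 8.

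With quantile normalization, L-NAME against methionine gave 4922 over 1.5-fold higher and 4887 over 1.5-fold lower. The count of list members at an unadjusted p under 0.05 was 4 among antioxidant enzymes. Changes of Met-fed hearts turned to -0.015 for Gpr34, 0.031 for Tpm1 and 0.01 for Tpm1. Turned changes in Met-fed hearts were -0.052 for Cyba, 0.003 for Noxo1 and -0.025 for Nos3. Direction turned in Met-fed lists, with adjusted p of 0.986 for methionine metabolism and 0.919 for extracellular matrix. No longer passing among Met-fed lists were adjusted p of 0.533 for oxidative phosphorylation and 0.154 for endothelial markers. Turned L-NAME lists had adjusted p of 0.615 for antioxidant enzymes, 0.986 for methionine metabolism, 0.665 for hypertrophy and 0.742 for glucose metabolism. In L-NAME lists that turned the adjusted p was 0.919 for leukocytes, 0.986 for endothelial markers, 0.931 for skeletal muscle and 0.624 for calcium and ion channels. Calls of L-NAME lists ended, at adjusted p of 0.624 for fatty acid oxidation and 0.986 for oxidative phosphorylation. The correlation of the methionine and L-NAME changes was 0.43.

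With array median centring, L-NAME against control gave 4712 over 1.5-fold higher and 7955 over 1.5-fold lower. L-NAME against methionine gave 4291 over 1.5-fold higher and 6647 over 1.5-fold lower. The count of list members at an unadjusted p under 0.05 was 1 among NAD(P)H oxidase subunits. The change turned to -0.02 for Gpr34, -0.039 for Cyba, -0.017 for Sod2, -0.049 for Sod3 and -0.036 for Nos3 in Met-fed hearts. Now passing among Met-fed lists were adjusted p of 0.0354 for endoplasmic reticulum stress. L-NAME lists passed, at adjusted p of 0.0471 for nitric oxide, 0.0204 for immediate early genes and 0.0204 for cytokines. L-NAME lists that turned direction had adjusted p of 0.952 for extracellular matrix, 0.854 for neuronal markers, 0.68 for heat shock proteins, 0.733 for renin-angiotensin and 0.971 for calcium and ion channels.

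With an offset of 50, Met-fed against control gave 23 over 1.5-fold higher and 19 over 1.5-fold lower. L-NAME against control gave 3099 over 1.5-fold higher and 1926 over 1.5-fold lower. L-NAME against methionine gave 2488 over 1.5-fold higher and 1639 over 1.5-fold lower. Direction turned in Met-fed lists, with adjusted p of 0.995 for methionine metabolism and 0.995 for extracellular matrix. Now passing among Met-fed lists were adjusted p of 0.0495 for endoplasmic reticulum stress. Here the correlation of the methionine and L-NAME changes was 0.479 and the beta-actin 3′ to 5′ difference was -0.46.

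With an offset of 16, Met-fed against control gave 56 over 1.5-fold higher and 62 over 1.5-fold lower. L-NAME against control gave 5272 over 1.5-fold higher. L-NAME against methionine gave 4475 over 1.5-fold higher. Turned Met-fed lists had adjusted p of 0.981 for methionine metabolism. The correlation of the methionine and L-NAME changes was 0.467 and the beta-actin 3′ to 5′ difference was -0.78.

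With dim probe sets left out, Met-fed against control gave 2021 at an unadjusted p under 0.05, 194 over 1.5-fold higher and 96 over 1.5-fold lower. L-NAME against control gave 4113 over 1.5-fold higher. L-NAME against methionine gave 3576 over 1.5-fold higher. Table 2 probe sets numbered 12 in the listed direction and 3 in the listed direction at an unadjusted p under 0.05. In Met-fed lists that turned the adjusted p was 0.849 for methionine metabolism and 0.826 for calcium and ion channels. Met-fed lists passed, at adjusted p of 0.0229 for glucose metabolism. L-NAME lists that turned direction had adjusted p of 0.842 for NAD(P)H oxidase, 0.875 for blood, 0.826 for skeletal muscle and 0.849 for neuronal markers. L-NAME lists no longer passed, at adjusted p of 0.0583 for hypertrophy. Here the correlation of the methionine and L-NAME changes was 0.499.

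With the compared groups alone, Direction turned in Met-fed lists, with adjusted p of 0.988 for methionine metabolism.

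With no trend of the variance, the count of list members at an unadjusted p under 0.05 was 1 among antioxidant enzymes. Turned Met-fed lists had adjusted p of 0.993 for methionine metabolism. No longer passing among Met-fed lists were adjusted p of 0.0727 for oxidative phosphorylation and 0.0727 for endothelial markers.

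With the methods' t-test, Met-fed against control gave 389 over 1.5-fold higher.

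With the t-test for unequal variances, Met-fed against control gave 2144 at an unadjusted p under 0.05, 372 over 1.5-fold higher and 504 over 1.5-fold lower.

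With a replicate block, Met-fed against control gave 1 at an adjusted p under 0.05. The count of list members at an unadjusted p under 0.05 was 0 among antioxidant enzymes. Changes of Met-fed hearts turned to 0.059 for Gad1, -0.28 for the Gfpt1 entry of Table 2, -0.043 for Cyba and 0.008 for Cybb. These turned changes equal those without control replicate 5, which has no partner in this block, so they are not separate evidence. In Met-fed lists that turned the adjusted p was 0.971 for extracellular matrix and 0.971 for calcium and ion channels. Calls of Met-fed lists ended, at adjusted p of 0.143 for endothelial markers. Now passing among Met-fed lists were adjusted p of 0.022 for endoplasmic reticulum stress and 0.0149 for glucocorticoid response. L-NAME lists passed, at adjusted p of 0.0488 for immediate early genes. L-NAME lists that turned direction had adjusted p of 0.989 for skeletal muscle.

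With arithmetic means, turned changes in Met-fed hearts were -0.004 for Cyba.

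With the mean of all probe sets per gene, Met-fed lists no longer passed, at adjusted p of 0.0903 for oxidative phosphorylation and 0.251 for endothelial markers. Direction turned in Met-fed lists, with adjusted p of 0.796 for calcium and ion channels. No longer passing among L-NAME lists were adjusted p of 0.901 for hypertrophy. Turned L-NAME lists had adjusted p of 0.901 for blood, 0.901 for endothelial markers, 0.901 for skeletal muscle, 0.901 for circadian clock and 0.251 for calcium and ion channels.

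With an estimated correlation, Calls of Met-fed lists ended, at adjusted p of 0.991 for oxidative phosphorylation and 0.631 for endothelial markers. L-NAME lists no longer passed, at adjusted p of 0.991 for hypertrophy, 0.991 for fatty acid oxidation and 0.991 for oxidative phosphorylation.

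With the filter above bacterial controls, Met-fed against control gave 316 over 1.5-fold lower. In Met-fed lists that turned the adjusted p was 0.785 for calcium and ion channels. L-NAME lists that turned direction had adjusted p of 0.968 for skeletal muscle. The correlation of the methionine and L-NAME changes was 0.44.

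With the spike-in covariate, Met-fed against control gave 2144 at an unadjusted p under 0.05. L-NAME against control gave 4133 at an adjusted p under 0.05, 8540 at an unadjusted p under 0.05 and 4688 over 1.5-fold higher. L-NAME against methionine gave 7526 at an adjusted p under 0.05. The count of list members at an unadjusted p under 0.05 was 1 among NAD(P)H oxidase subunits. The change turned to -0.39 for Gpr34, -0.17 for Crem, 0.096 for Tpm1 and -0.15 for Crem in Met-fed hearts. Changes of Met-fed hearts turned to 0.15 for Tpm1, -0.05 for Bdkrb2, 0.038 for Tpm1 and 0.13 for Tpm1. Turned changes in Met-fed hearts were -0.11 for Cyba, 0.053 for Rac1, 0.15 for Noxo1 and -0.003 for Sod3. The change turned to 0.039 for Gpx1, -0.022 for Gpx7, 0.002 for Cyc1 and 0.032 for Cs in Met-fed hearts. Direction turned in Met-fed lists, with adjusted p of 0.978 for methionine metabolism, 0.107 for fatty acid oxidation and 0.569 for glucose metabolism. Turned Met-fed lists had adjusted p of 0.000138 for oxidative phosphorylation, 0.623 for immediate early genes and 0.748 for smooth muscle. Now passing among Met-fed lists were adjusted p of 0.000138 for hypertrophy. No longer passing among Met-fed lists were adjusted p of 0.599 for endothelial markers. L-NAME lists passed, at adjusted p of 0.0401 for nitric oxide. In L-NAME lists that turned the adjusted p was 0.978 for methionine metabolism, 0.904 for glucose metabolism, 0.978 for extracellular matrix and 0.904 for endothelial markers. L-NAME lists that turned direction had adjusted p of 0.904 for circadian clock, 0.978 for renin-angiotensin and 0.599 for calcium and ion channels. Calls of L-NAME lists ended, at adjusted p of 0.599 for hypertrophy, 0.261 for fatty acid oxidation and 0.599 for oxidative phosphorylation. Here the correlation of the methionine and L-NAME changes was 0.61.

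Leaving out 1 array at a time gave the lowest and highest values that follow. Met-fed against control gave 0 to 1 at an adjusted p under 0.05, 2534 to 3740 at an unadjusted p under 0.05, 554 to 885 over 1.5-fold higher and 725 to 969 over 1.5-fold lower. L-NAME against control gave 12911 to 14349 at an adjusted p under 0.05, 14962 to 16189 at an unadjusted p under 0.05, 7680 to 8266 over 1.5-fold higher and 3667 to 3968 over 1.5-fold lower. L-NAME against methionine gave 10992 to 12628 at an adjusted p under 0.05, 13747 to 14933 at an unadjusted p under 0.05, 7018 to 7734 over 1.5-fold higher and 3091 to 3296 over 1.5-fold lower. Table 2 probe sets numbered 19 to 23 in the listed direction and 5 to 8 in the listed direction at an unadjusted p under 0.05. List members at an unadjusted p under 0.05 numbered 0 to 1 among NAD(P)H oxidase subunits and 1 to 4 among antioxidant enzymes. Met-fed list adjusted p ranged over 0.203 to 0.625 for NAD(P)H oxidase, 0.29 to 0.948 for antioxidant enzymes, 0.529 to 0.973 for nitric oxide, 0.792 to 0.999 for methionine metabolism, 0.0877 to 0.985 for hypertrophy and 0.0357 to 0.984 for fatty acid oxidation. Further Met-fed lists had 0.00687 to 0.974 for glucose metabolism, 6.85e-06 to 0.957 for oxidative phosphorylation, 0.19 to 0.977 for extracellular matrix, 0.257 to 0.902 for immediate early genes, 0.183 to 0.62 for cytokines and 0.36 to 0.957 for leukocytes. The adjusted p was 0.145 to 0.975 for interferon response, 0.0278 to 0.923 for blood, 0.105 to 0.508 for adipocyte markers, 0.369 to 0.984 for atrial markers, 0.00683 to 0.113 for endothelial markers and 0.341 to 0.976 for smooth muscle in Met-fed lists.

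A range of 0.363 to 0.665 for skeletal muscle, 0.342 to 0.985 for neuronal markers, 0.32 to 0.974 for cell cycle, 0.259 to 0.978 for circadian clock, 0.00779 to 0.329 for endoplasmic reticulum stress and 0.259 to 0.821 for heat shock proteins held for Met-fed lists. Remaining Met-fed lists had 0.21 to 0.498 for renin-angiotensin, 0.123 to 0.984 for calcium and ion channels and 0.014 to 0.29 for glucocorticoid response. L-NAME list adjusted p ranged over 0.857 to 0.999 for NAD(P)H oxidase, 0.401 to 0.725 for antioxidant enzymes, 0.056 to 0.115 for nitric oxide, 0.868 to 0.999 for methionine metabolism, 0.00462 to 0.0273 for hypertrophy and 0.00028 to 0.0049 for fatty acid oxidation. Further L-NAME lists had 0.2 to 0.382 for glucose metabolism, 2.08e-08 to 5.54e-06 for oxidative phosphorylation, 0.698 to 0.987 for extracellular matrix, 0.0287 to 0.18 for immediate early genes, 0.0475 to 0.149 for cytokines and 0.568 to 0.978 for leukocytes. The adjusted p was 0.155 to 0.353 for interferon response, 0.882 to 0.999 for blood, 0.591 to 0.916 for adipocyte markers, 0.764 to 0.999 for atrial markers, 0.756 to 0.911 for endothelial markers and 0.155 to 0.365 for smooth muscle in L-NAME lists. A range of 0.937 to 0.999 for skeletal muscle, 0.925 to 0.984 for neuronal markers, 0.509 to 0.818 for cell cycle, 0.749 to 0.94 for circadian clock, 0.307 to 0.469 for endoplasmic reticulum stress and 0.937 to 0.987 for heat shock proteins held for L-NAME lists. Remaining L-NAME lists had 0.948 to 0.999 for renin-angiotensin, 0.799 to 0.999 for calcium and ion channels and 0.49 to 0.818 for glucocorticoid response. The correlation of the methionine and L-NAME changes ranged from 0.334 to 0.455, the beta-actin 3′ to 5′ difference ranged from -1.07 to -0.94 and the GAPDH 3′ to 5′ difference ranged from -0.66 to -0.58. Gene changes that turned sign in Met-fed hearts ranged over -0.013 to 0.44 for Egfl6, -0.54 to 0.29 for Noxo1, -0.21 to 0.16 for Nos3, -0.17 to 0.24 for Gpr34 and -0.62 to 0.04 for Gal. Among further genes the range was -0.028 to 0.062 for Sod3, -0.22 to 0.14 for Gad1, -0.51 to 0.36 for Bdkrb2, -0.052 to 0.15 for Cyba and -0.92 to 0.41 for Duox2. The change spanned -0.28 to 1.16 for the Gfpt1 entry of Table 2, -0.12 to 0.008 for Cybb, -0.12 to 0.28 for Crem, -0.022 to 0.61 for Crem and -0.099 to 0.045 for Tpm1. It also spanned -0.13 to 0.003 for Tpm1, -0.025 to 0.33 for Irs1, -0.001 to 0.074 for Sod2 and -0.41 to 0.048 for Nos2.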

Differences from the paper's values

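All alternatives named here were set before the data were examined, except the spike-in covariate, which was chosen after seeing the values. Of the 26 folds of Table 2, 18 differ from the paper's, 5 of them by sign, and 8 do not (Fgf9, Hbegf, Mylip, Pola2, Hpd, Bdkrb2, Tnfrsf9 and Htr3b). The folds here rest on 5 control arrays and the paper's on 4. Negative folds are decreases. A fold differs when its sign is not the paper's or when its log2 value lies more than its standard error from the paper's, and a count when 1 of the 2 is more than 1.5 times the other; otherwise it is within. The dim probe sets of Htr3b and Tnfrsf9, with wide errors, are therefore within although their folds of -2.37 and -2.32 are farther from the paper's -1.4 and -1.5 than that of Arc, which differs. The rule of 1 standard error is narrower than a 95% interval. Of the folds that differ, those of Gckr, Egfl6, Tnf, Cbr3, Arc and the Gfpt1 entry have 95% intervals that include the paper's value. The intervals of the other folds that differ do not include it. None of the 8 folds within stays within throughout. Mylip is within under 14 of 24 alternatives, Tnfrsf9 under 17 of 23 and Hpd under 21 of 24. Hbegf, Bdkrb2 and Htr3b are each within under 19 of 23, and Fgf9 and Pola2 under 21 of 23.

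The fold of G0s2 is 1.72, and the paper's is 2.9. Gad1 has a fold of -1.04 here and of 2.3 in the paper. For Lpar6 the fold is 1.32, against the paper's 2.2. Kcna4 has 1.42, where the paper's value is 2.0. For Gpr34 it is 1.03, and the paper's is 2.1. Crem has 1.09, while the paper's Table 2 gives 1.9 and the paper's text -1.9. Egfl6 has 1.18 against the paper's 1.9, Irs1 1.09 against the paper's 1.6 and Tpm1 1.19 against the paper's 1.5. Lox has -1.25 against the paper's 1.4, Gal -1.20 against the paper's -6.7 and Nr4a3 1.82 against the paper's -4.9. The probe set listed for oxoglutarate dehydrogenase has 1.57 against the paper's -1.7, and Rasl11b 1.18 against the 1.8 of the paper's text, which names RAS-like family 11 without a member or a probe set. No alternative set before the data were examined brings any of these within the paper's value.

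Gckr has a fold of 1.63 and the paper's is 2.2; it is within under 7 of 23 alternatives (the methods' t-test, its form for unequal variances, without control replicate 1 or 2, without methionine replicate 2 or 4, arithmetic means) and not under the others. Tnf has 1.32 and the paper's is 1.7. It is within under the compared groups alone, no trend of the variance, the methods' t-test, its form for unequal variances and the replicate block. It is also within without control replicate 1, 3 or 5, without methionine replicate 1, 3 or 4 and without L-NAME replicate 1, 3 or 4, and not under the others. Cbr3 has 1.23 and the paper's is 1.5. It is within under no trend of the variance, the methods' t-test and the replicate block, and without control replicate 1, 2 or 5 or methionine replicate 1 or 3, and not under the others. Arc has -2.08 and the paper's is -1.5, and it is within without methionine replicate 3 and under no other. The probe set listed for Gfpt1 has 1.43 and the paper's is -1.4. It is within under the replicate block, without control replicate 5 and without methionine replicate 1, and under no other. The replicate block and leaving out control replicate 5 gave the same log2 change of -0.278.

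At an unadjusted p under 0.05 the count is 3319 and the paper's is 1518; it is within with dim probe sets left out (2021) and with the t-test for unequal variances (2144). Probe sets over 1.5-fold as well number 1508 and the paper's 265, within with dim probe sets left out (290). Of these 666 are higher and the paper's 199, within with dim probe sets left out (194). Lower are 842 and the paper's 66, within with an offset of 16 (62) and with dim probe sets left out (96). None of the other alternatives set before the data were examined brings these 4 counts within. The spike-in covariate, chosen after seeing the values, also brings the first count (2144) and the folds of Gckr, Tnf and Cbr3 within, and drops Kcna4 and Pola2, 2 of the 6 Table 2 probe sets at an unadjusted p under 0.05 in the listed direction.

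The paper lists the Table 2 genes as significantly changed, and 18 of 26 are not at an unadjusted p under 0.05 here. In the listed direction at that threshold are 6 (G0s2, Lpar6, Fgf9, Kcna4, Pola2 and Arc), and 2 are in the opposite one (Nr4a3 and the oxoglutarate dehydrogenase entry). Of the others, Gckr passes without methionine replicate 2, Hbegf without methionine replicate 3, Tpm1 without methionine replicate 4 and Tnfrsf9 without methionine replicate 1. Mylip passes under the replicate block and without methionine replicate 3, Hpd without control replicate 1 and without methionine replicate 2, and Rasl11b, taken for the family named in the paper's text, without control replicate 1 or 3. No alternative set before the data were examined calls Gad1, Gpr34, Crem, Egfl6, Tnf, Irs1, Cbr3, Lox, Gal, Bdkrb2, Htr3b or the Gfpt1 entry in the listed direction.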

Other observations

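The tests of Table 2 and the spike-in covariate in this part were chosen after the result was seen, and the split test of the Met-fed count was planned. Of 11 measured endothelial markers 8 were lower in Met-fed hearts, and 0 passed the adjusted p over all probe sets. The list passed by camera (adjusted p = 0.0335) and by fry (0.03), but not with an estimated correlation (0.631). Adjusted over the list alone, 3 were lower: the VEGF receptors Flt1 and Kdr, with log2 changes of -0.83 ± 0.17 and -0.23 ± 0.07 (n = 4 Met-fed and 5 control), and the receptor Tie1 (-0.34 ± 0.10). Vwf, the von Willebrand factor, had a change of -0.25 ± 0.12. The list did not pass without control replicate 1 (0.0805), without control replicate 5 (0.113) or without methionine replicate 4 (0.0826). Nor did it pass with quantile normalization (0.154), no trend of the variance (0.0727), a replicate block (0.143), the mean of all probe sets per gene (0.251) or the spike-in covariate (0.599). The other 2 probe sets of Flt1, both dimmer, had changes of -0.61 ± 0.25 and 0.06 ± 0.20. Of 31 genes of oxidative phosphorylation 27 were lower. The list passed by camera (adjusted p = 0.0191), but not with an estimated correlation (0.991) or by fry (0.636), so a fall of the list is not established. Its members had small changes, such as Sdhd (-0.26 ± 0.08), Cyc1 (-0.17 ± 0.08) and the citrate synthase gene Cs (-0.16 ± 0.09), while Ndufb8 was higher (0.61 ± 0.23), and 0 passed when adjusted over the list alone. That list did not pass without control replicate 1 (0.0745), without control replicate 2 (0.115), without methionine replicate 4 (0.285), with quantile normalization (0.533), no trend of the variance (0.0727) or the mean of all probe sets per gene (0.0903), and it turned direction without methionine replicate 1 (0.957) and with the spike-in covariate (0.000138). Methionine replicates 1 and 4, whose absence alters this list, stand apart from replicates 2 and 3. Their median signal was 29.2 and 29 against 26.8 and 25.8, the log2 mean of their spike-in controls 10.02 and 10.04 against 10.27 and 10.24 and their component 2 -33.54 and -19.81 against 22.33 and 10.42. Whether the lower values of the oxidative phosphorylation list come from the treatment or from a technical difference of these 2 arrays stays open. The same question stays open for the endothelial list, which did not pass without methionine replicate 4. The dimmer probe sets of Sdhd and Cs did not all fall, with 0.03 ± 0.09 for Sdhd and 0.02 ± 0.10, 0.05 ± 0.14 and -0.42 ± 0.46 for Cs, and the dimmer one of Kdr had 0.31 ± 0.36.

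Of 18 genes of endoplasmic reticulum stress and the amino acid response, 13 were higher in Met-fed hearts, among them the chaperones Hsp90b1 (0.53 ± 0.17) and Hspa5 (0.28 ± 0.09), the disulfide isomerase Pdia4 (0.73 ± 0.28) and the transcription factor Xbp1 (0.26 ± 0.10). The list had an adjusted p of 0.05 and did not pass (0.991 with an estimated correlation). It passed without control replicate 1 (0.0498), 2 (0.0382) or 5 (0.0455), without methionine replicate 2 (0.00779) or 3 (0.0341) and without L-NAME replicate 2 (0.0443) or 3 (0.0475). It also passed with array median centring (0.0354), an offset of 50 (0.0495) and a replicate block (0.022). Without methionine replicate 1, which stands apart as given above, its adjusted p by camera rose to 0.329. Of 13 glucocorticoid-responsive genes 10 were lower, with Tsc22d3 (-0.44 ± 0.13) and Sgk1 (-0.20 ± 0.08) first by p (list adjusted p = 0.0766, and 0.991 with an estimated correlation). That list passed without control replicate 3 (0.0476), control replicate 5 (0.0159) or methionine replicate 1 (0.014) and with a replicate block (0.0149). Without control replicate 2 its adjusted p by camera rose to 0.29. Among genes of methionine and homocysteine metabolism, Odc1 had a change of 0.28 ± 0.15, Cth, which makes cysteine, one of -0.90 ± 0.51 and Shmt2 one of 0.24 ± 0.13 (10 of 22 higher, list adjusted p = 0.989). The NO synthase genes Nos1, Nos2 and Nos3 had changes of -0.33 ± 0.34, -0.23 ± 0.68 and 0.02 ± 0.31, all at dim signals, and Nos3 turned to -0.025 with quantile normalization and to -0.036 with array median centring.

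For the other lists of Met-fed hearts, the adjusted p by camera was 0.304 for fatty acid oxidation, 0.976 for extracellular matrix, 0.577 for immediate early genes, 0.698 for leukocyte markers, 0.731 for interferon response and 0.287 for blood markers. It was 0.261 for adipocyte markers, 0.843 for atrial markers, 0.731 for smooth muscle, 0.54 for skeletal muscle, 0.577 for neuronal markers and 0.565 for the cell cycle. For heat shock proteins it was 0.367, for renin-angiotensin, adrenergic and endothelin signaling 0.296 and for calcium handling and ion channels 0.976. With an estimated correlation each of these was 0.991. Without methionine replicate 4 the blood markers passed (0.0278), and fatty acid oxidation passed without methionine replicate 3 (0.0357). Adjusted over the list alone, 1 gene of renin-angiotensin signaling was higher and 1 lower, and 1 of calcium handling (Kcna5) was lower.

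In L-NAME hearts 30 of 31 genes of oxidative phosphorylation were lower, and 25 fell and 1 rose at an adjusted p under 0.05 in limma (list adjusted p = 1.21e-06, and 0.991 with an estimated correlation). Examples are Ndufs7 (-1.24 ± 0.10), Cox6a2 (-0.98 ± 0.09) and Ndufv1 (-0.84 ± 0.09) (n = 4 L-NAME and 5 control). Of 27 genes of fatty acid oxidation 18 fell and 2 rose (list adjusted p = 0.0012, and 0.991 with an estimated correlation), such as Plin5, which coats lipid droplets (-1.92 ± 0.13), Ucp2 (-1.46 ± 0.10) and Cpt1a (-1.32 ± 0.11). Of 18 hypertrophy and fetal cardiac genes 12 fell and 2 rose (list adjusted p = 0.0129, and 0.991 with an estimated correlation), among them the calcium pump Atp2a2 (-0.72 ± 0.09), its regulator Pln (-0.63 ± 0.07) and Mybpc3 (-0.71 ± 0.09). By fry the adjusted p was 0.00175 for oxidative phosphorylation, 0.000932 for fatty acid oxidation and 0.000932 for the hypertrophy list. With quantile normalization these lists had adjusted p of 0.986, 0.624 and 0.665 by camera, and the last turned direction. On the same arrays the GAPDH 3′ to 5′ log2 ratio was 0.56 ± 0.09 (SD, n = 4), against 1.18 ± 0.11 (SD, n = 5) in control and 1.12 ± 0.15 (SD, n = 4) in Met-fed hearts, and the log2 mean of the spike-in controls differed from control by -0.40. The 3′ to 5′ ratio of beta-actin moved in the same way, as given with the methods. The changes of genes and lists on the L-NAME arrays, here and below, are therefore given as differences between arrays, and whether they come from the treatment stays open.

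By single probe sets, the largest rises in L-NAME hearts were in Star, which carries cholesterol into mitochondria (3.64 ± 0.63), Plpbp (3.51 ± 0.18), Cap1 (3.14 ± 0.17), Eif3h (2.96 ± 0.14) and Eif3l (2.95 ± 0.23). The other probe set of each gene had a change of -0.44 ± 0.77 for Star, 0.68 ± 0.09 for Plpbp, 1.08 ± 0.12 for Cap1, -0.38 ± 0.10 for Eif3h and 0.17 ± 0.08 for Eif3l, and in the last 4 genes it was the brighter one. Among the largest falls were Ecscr (-3.40 ± 0.23), Hgs (-3.09 ± 0.14), Zfp580 (-3.02 ± 0.14), Ptpn23 (-2.72 ± 0.17) and Tmem268 (-2.56 ± 0.09; its dimmer probe set -0.12 ± 0.41). The probe sets so ranked were all at adjusted p under 0.05 in limma and had groups that did not overlap. Of the probe sets at an adjusted p under 0.05, 62.8% were higher, and 50.1% with quantile normalization and 34.9% with array median centring; against Met-fed hearts these shares were 63.1, 49.5 and 34.4%. The median log2 change of all probe sets was 0.22, and -0.01 and -0.21 under these 2 settings. The groups did not overlap in 12510 probe sets, where chance gives 1.59% or 493. At an unadjusted p under 0.05 the count was 16040, with 8218 higher and 3846 lower by more than 1.5-fold, and 14778 against Met-fed hearts, with 7618 and 3207.

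Of the other lists of L-NAME hearts, the adjusted p by camera was 0.0747 for nitric oxide, 0.0747 for immediate early genes, 0.0747 for cytokines, 0.245 for interferon response, 0.261 for smooth muscle and 0.287 for glucose metabolism. It was 0.381 for endoplasmic reticulum stress, 0.524 for antioxidant enzymes, 0.674 for the cell cycle, 0.684 for glucocorticoid response, 0.774 for adipocyte markers, 0.816 for endothelial markers and 0.816 for the clock. For atrial markers and for calcium handling it was 0.964, and for renin-angiotensin signaling 0.982. NAD(P)H oxidase, methionine metabolism, extracellular matrix, leukocytes, blood, skeletal muscle, neuronal markers and heat shock proteins had 0.976 each. Without L-NAME replicate 3 the immediate early genes (0.0287) and the cytokines (0.0475) passed, and the immediate early genes also without L-NAME replicate 2 (0.0443). With an estimated correlation nitric oxide had 0.631 and the others 0.991. By fry the adjusted p was 7.16e-05 for nitric oxide, 0.00409 for cytokines, 0.049 for immediate early genes and 0.0188 for smooth muscle, all higher. For antioxidant enzymes, which were lower, it was 0.00454 by fry. The other lists of this paragraph did not pass by fry.

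The log2 changes of Met-fed and L-NAME hearts, both taken against the same controls, correlated at 0.396 over probe sets. Groups simulated without a change against shared controls gave 0.444, and with the controls divided between the comparisons the correlation was 0.141 (0.038 to 0.211 over 20 divisions). The covariance was 0.233, against 0.107 in the simulation.

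For the Met-fed count at an unadjusted p under 0.05, 8 of 100 splits of the control and Met-fed arrays gave a count as large as the real 3319, and the highest other count was 3839, so chance cannot be excluded.

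The log2 folds of the 26 Table 2 probe sets correlated at 0.372 with the paper's. Leaving out 1 of the 5 controls raised this to 0.475 at most, and the scalings and offsets to 0.513 at most, so neither alone accounts for the difference. Over 90090 arrangements of 4 arrays against 4 others among the 13, as for exchanged labels, the highest was 0.772, and over 630 arrangements within the control and Met-fed arrays 0.634, so exchanged labels do not give the paper's folds either. In 9 of the 26 probe sets the paper's fold exceeds the largest, rounded to the paper's decimals, that any 4 against 4 of the control and Met-fed arrays can give, such as the paper's 2.9 against 1.89 for G0s2, 6.7 against 3.04 for Gal and 4.9 against 2.10 for Nr4a3. The deposited values may differ from those the paper analysed, which was not tested and stays open.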
